A study of Homo sapiens and Gorilla gorilla with 42 samples.

How the data were processed

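Bulk RNA sequencing was carried out on brain organoids grown from human H9 embryonic stem cells, an established line, and from gorilla G1 induced pluripotent stem cells. Organoids were collected on 7 days counted from the start of neural induction: days 0, 2, 3 and 5, then day 10, day 15 and day 25. There were 3 batches per species and day, which gave 42 libraries in 14 groups of 3. The library names in the labels count days from an earlier start and carry 5 days more. Per the labels, organoids were started from 2000 cells per microwell, and a sample pooled about 300 organoids on days 0 to 5, 150 on day 10, 100 on day 15 and 50 on day 25. Directional libraries were read as single 50-nucleotide reads on 3 sequencing lanes.

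The deposited values are TPM, which divide the reads of a gene by its length and scale each library to the same total. Per the labels' protocols, the authors aligned human reads to GRCh38 and gorilla reads to the gorilla assembly Kamilah_GGO_v0, and kept genes that carry the same name in both annotations. This left 16763 genes in the table, of which 438 were listed at 0 in every library. The table also holds the authors' mean TPM and standard deviation of each group, a deposited column of another kind that was used only to check the library columns. Each species was measured against its own genome and gene models, so a constant difference in annotation or alignability enters every difference between species. It cancels in a comparison of changes over days for genes well above the pseudocount.

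TPM keeps no depth, but the deposited values were printed with enough digits to recover whole reads per gene. Whole reads were found for 100.0% of the 16763 genes in human and 100.0% in gorilla. After centring on the median, the gene length implied by the recovered reads was within 2-fold of the human GRCh38 exon length for 96.0% of 14206 human genes and 85.9% of 14468 gorilla genes. In simulated tables the recovery was right for 100.0% of 2861 genes. Recovered totals ran from 4009554 to 38206219 reads in human libraries and from 6727316 to 39620492 in gorilla libraries. The shallowest human library was on day 3, where totals ran from 4009554 to 19804655 reads. The reads carried no molecular identifiers, so precision estimated from them covers counting error only.

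Genes with a TPM of at least 1 in at least 3 of the 42 libraries were tested (14188 genes). Values were analysed as log2(TPM + 1), and a change on this scale understates the change of low genes. A model with 1 mean for each of the 14 groups was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend). A call was a Benjamini-Hochberg adjusted p-value under 0.05 and a change of at least 1 on the log2 scale. The contrasts were the 6 steps between neighbouring days in each species, the human minus gorilla difference on each of the 7 days, and the difference between species in the day 2 to day 3 and day 3 to day 5 changes. A joint F test in limma asked whether the species difference varied over days, with a range of at least 1 over the 7 days required for a call. All tests were two-sided.

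The midpoint of a gene in a batch was the first day, by linear interpolation, at which log2(TPM + 1) crossed midway between its day 0 and day 10 values. Each library was also placed on the human mean trajectory, with 20 points per step, where the Pearson correlation across genes was highest. The genes used varied over days in human, with a limma F test adjusted p-value under 0.05 and a range of at least 1. Before placement, each gene was centred in each species on its mean over the 7 days. Human libraries were placed on the mean of the other human batches. Midpoints and placements were compared by exact permutation tests of 3 batches against 3, which cannot give a p-value under 0.1. The main tests, the alternatives to them, the gene panel and the rule for naming genes were fixed before the data were examined. The rule named the panel genes, the 3 largest rises and falls from day 3 to day 5 in each species and the 10 genes with the smallest joint p-value and a mean TPM of at least 5 in each species. It also named the 3 largest positive and negative median species differences among genes called on all 7 days, with a TPM of at least 1 in at least 40 libraries. Some genes that this rule names are not reported here.

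Gene positions, GC content and exon lengths came from GENCODE annotation of GRCh38, and 99.9% of the tested genes had a GC value. These human values were used for both species. For each gene, the share of 50-base windows of its longest transcript that also occur on an alternate contig of GRCh38 was computed at every 5 bases, and genes with a share of at least 50% were treated as sharing sequence with alternate contigs.

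The fits were tested on simulated reads with 200 changed genes of known direction, a log2 change of 2 and a dispersion of 0.05. The changed genes were drawn from those with a mean TPM of at least 5. Recovery of changes in lower genes, or near the call minimum of 1, was therefore not measured. For the human day 3 to day 5 step, 99.5% of 200 changed genes were called in the right direction and 7 of 13460 unchanged genes were called. The interaction contrast recovered 92% of the 200. Midpoints were tried only on simulated curves without noise, the same in every batch, and were within 1 day for 200 of 200 genes. The spacing of the sampled days allowed no larger error there, so the accuracy of midpoints on noisy reads was not measured.

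Within a species the labels give the batch number as a shared batch, so the numbers pair libraries across days. Deviations from the group means had a mean correlation of 0.11 over the 63 pairs of libraries from 1 human batch, with 29 pairs over 0.1, and of 0.09 over the 63 pairs from 1 gorilla batch, with 27 over 0.1. No pair of libraries in a group was a duplicate: chi-square per degree of freedom of the recovered reads ran from 2.7 to 48.6 over 42 pairs.

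The alternatives covered the pseudocount, the filter on low values, median-ratio scaling, quantile normalization, leaving out ribosomal protein genes, eBayes without a trend, no fold minimum, fits to the 6 libraries compared, batch blocks and leaving out each batch in turn. After the data had been seen, a GC and length correction, voom weights on the recovered reads, and leaving out genes shared with alternate contigs were added. Figures were drawn with matplotlib 3.10.9.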

Results

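RNA was measured in 42 libraries of human and gorilla brain organoids, with 3 batches for each species on each of 7 days. Recovered depth had a median of 14254756 reads per library and ran from 4009554 to 39620492. The median share of genes at 0 was highest on days 3 and 5 in both species. It was between 15.81% and 22.6% in the human day 3 libraries, against 12.21% to 14.48% in the human day 2 libraries. The study is concerned with how early neural tissue differs between apes, and with ZEB2 as a regulator of a change in cell shape. The sampling days allow 3 questions: which genes changed between days, which differed between species, and which changed by different amounts.

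The first 3 principal components of log2(TPM + 1) held 49.7%, 24.9% and 8.2% of the variance. The first separated the species, with mean scores of -82.8 ± 3.3 (SD, n = 3) in human and 76.1 ± 0.1 (SD, n = 3) in gorilla on day 0. The second followed the day, rising in human from -66.9 ± 2 (SD, n = 3) on day 0 to 84.7 ± 2.4 (SD, n = 3) on day 25, and in gorilla from -63.9 ± 0.4 to 89.1 ± 4.7 (SD, n = 3). The third fell between days 2 and 3, from 36.7 ± 3.8 to -41.3 ± 7.3 in human and from 33.8 ± 2.8 to -32.5 ± 2.8 in gorilla (SD, n = 3). It was still at -18.3 ± 4.8 in human and -26.9 ± 8.3 in gorilla on day 10 (SD, n = 3), where 1 gorilla library (-36.2) lay below every gorilla day 3 library. The species were each represented by 1 cell line, so the line and the species cannot be told apart.

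**Figure D1:**
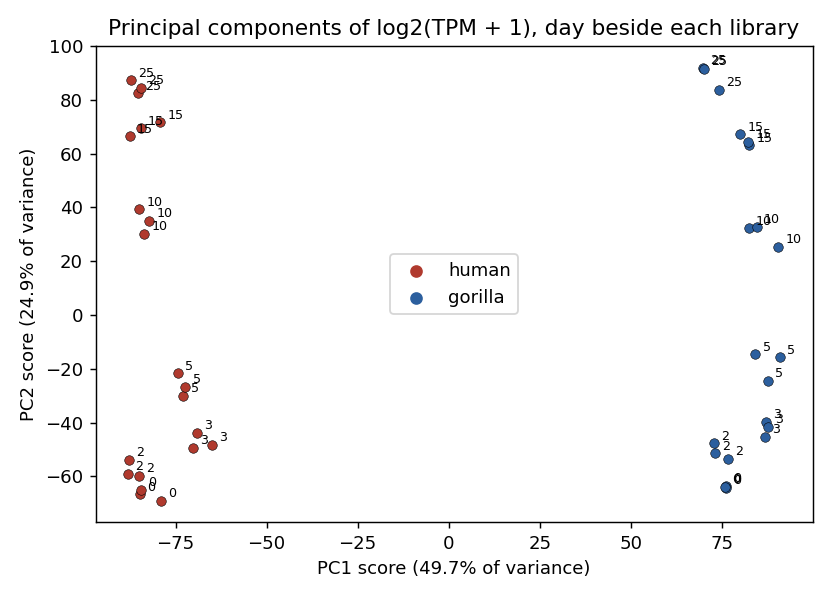
Scores of the 42 libraries on the first and second principal components of log2(TPM + 1), coloured by species, with the day written beside each point. The first component (49.7% of variance) separates the species and the second (24.9%) orders the days.

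Changes between neighbouring days were tested within each species with limma. In human organoids, 520 genes were called from day 0 to day 2 (327 higher and 193 lower), 2799 from day 2 to day 3 (471 and 2328) and 1134 from day 3 to day 5 (685 and 449). Later steps gave 1639 calls from day 5 to day 10 (1328 and 311), 870 from day 10 to day 15 (545 and 325) and 1102 from day 15 to day 25 (721 and 381). Without human batch 1 the last 2 steps gave 692 and 247, and 623 and 504. In gorilla organoids the counts were 805 (448 higher and 357 lower), 2135 (325 and 1810), 727 (432 and 295), 1219 (848 and 371), 909 (640 and 269) and 1429 (1222 and 207) for the same steps. The alternative that moved these counts most was dropping the fold minimum, which gave 2864 calls for the human day 0 to day 2 step.

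The day 2 to day 3 step had the most calls in both species, and most of them were falls: 83.2% in human and 84.8% in gorilla. The median of all tested genes also fell by 0.19 in human and by 0.18 in gorilla on the log2 scale. Median-ratio scaling removed this shift and left 1627 falls and 864 rises in human, and 1369 and 669 in gorilla. Quantile normalization left 1211 falls and 890 rises in human and 896 and 695 in gorilla, so falls outnumbered rises under each scaling but by less.

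**Figure D2:**
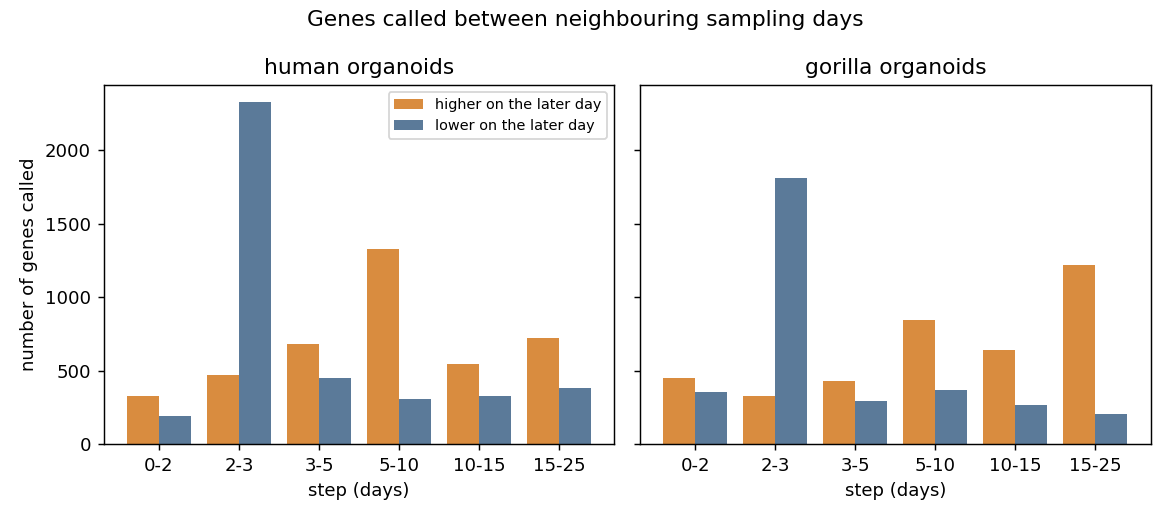
Number of genes called higher (orange) or lower (blue) on the later day of each step between neighbouring sampling days, in human (left) and gorilla (right) organoids. The day 2 to day 3 step has 2328 falls in human and 1810 in gorilla.

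The same steps were compared between species. Across genes, which are not independent replicates, the human and gorilla changes had Pearson correlations of 0.62, 0.74, 0.59, 0.57, 0.5 and 0.53 for the 6 steps in order. From day 2 to day 3, 185 genes rose and 1207 fell in both species, and 4 genes were called in opposite directions. Of the human calls in that step, 95.1% had the same sign in gorilla. From day 15 to day 25, 34 genes were called in opposite directions.

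From day 3 to day 5, WNT1 (ENSG00000125084, chromosome 12, 48978322 to 48982620 of GRCh38) and NOS2 were among the 3 largest human rises, by 4.28 ± 0.33 and 4.24 ± 0.46 (log2, SE). WNT1 rose from 0.469 ± 0.423 TPM to 27.3 ± 6.45 TPM (SD, n = 3), with a limma adjusted p-value of 1.15e-11. In gorilla, WNT1 was at 0.271 ± 0.158 TPM on day 3 and 5.50 ± 0.279 TPM on day 5 (SD, n = 3). The largest gorilla rises were in NR2E1, MMRN1 and BARHL2, by 4.5 ± 0.36, 4.31 ± 0.29 and 4.3 ± 0.36 (log2, SE). The largest human falls were in CRYBB1, MIR93 and PPP1R1B. CRYBB1 fell by 5.61 with an SE of 0.43, from 161.6 ± 96.4 TPM (SD, n = 3). MIR93 is a short hairpin gene whose day 3 value of 17.4 ± 19.6 TPM (SD, n = 3) had a spread above its mean. That value rested on 1, 1 and 3 recovered reads, and each human day 5 library had 0, so its fall is uncertain. The largest gorilla falls were in ETV4, NKX1-2 and TAGLN, and ETV4 fell by 3.47 with an SE of 0.3.

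ZEB2 (ENSG00000169554, chromosome 2, 144364364 to 144521057 on the minus strand of GRCh38) had lower means in human than in gorilla organoids on every day. On day 0 it was at 3.80 ± 1.94 TPM in human and 15.0 ± 2.36 TPM in gorilla (SD, n = 3). On day 2 the values were 9.06 ± 3.01 and 32.01 ± 5.17 TPM, on day 3 13.6 ± 0.842 and 25.8 ± 4.59 TPM, and on day 5 19.8 ± 2.06 and 40.8 ± 5.73 TPM (SD, n = 3). On day 10 they were 26.9 ± 2.05 and 34.4 ± 7.02 TPM (SD, n = 3). The human minus gorilla difference was -1.8 ± 0.21 on day 0 (log2, SE; limma adjusted p-value 3.65e-09) and -1.74 ± 0.21 on day 2 (6.85e-09 in limma). It was -0.33 ± 0.21 on day 10 (limma adjusted p-value 0.162) and -0.37 ± 0.21 on day 15 (0.115 in limma), and neither was a call. On day 25, at 14.1 ± 3.03 TPM in human and 28.5 ± 4.72 TPM in gorilla (SD, n = 3), it was -0.97 ± 0.21 (limma adjusted p-value 0.000133), just under the fold minimum. It passed that minimum under other settings, among them median-ratio scaling (-1.19), quantile normalization (-1.27), and fits without human batch 3 (-1.12) or gorilla batch 3 (-1.09). On day 3 it was -0.87 ± 0.21 (limma adjusted p-value 0.000558), also under the minimum, and passed it under median-ratio scaling (-1.14) and without mitochondrial and ribosomal protein genes (-1.01). On day 5 the difference of -1 lay at the fold minimum, and it fell short of it without human batch 1 (-0.92), without gorilla batch 1 (-0.98) and without gorilla batch 2 (-0.92). All 3 gorilla libraries were above every human library on each day except day 10, when 2 of 3 were.

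**Figure D3:**
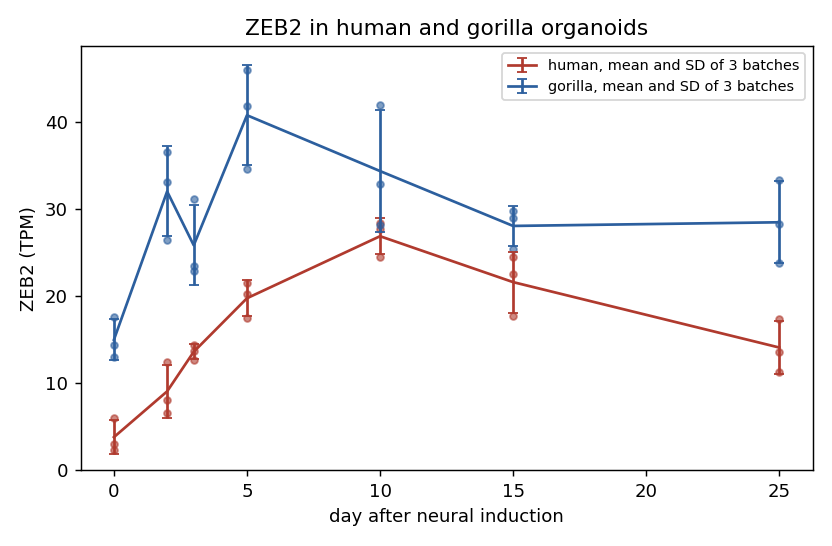
ZEB2 in TPM against the day after neural induction in human (red) and gorilla (blue) organoids, with points for the batches, lines through the means and bars for the SD of 3 batches. Gorilla means lie above human means on every day, by 15.0 against 3.80 TPM on day 0.

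The change of ZEB2 over days differed between species, with a limma joint adjusted p-value of 0.000117 over all genes tested and 4.77e-05 adjusted over the list alone. The species difference ranged over 1.47 on the log2 scale. From day 2 to day 3 ZEB2 rose by 0.58 ± 0.21 in human and changed by -0.3 ± 0.21 in gorilla (log2, SE). The difference between those changes was 0.88 ± 0.3 (limma adjusted p-value 0.0451), under the fold minimum.

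Of the 51 panel genes, 49 were in the table and 46 were tested. The joint test called 41 of them over all genes tested and 41 adjusted over the list alone. CDH1 fell from 360.7 ± 44.6 TPM on day 0 to 38.7 ± 16.1 TPM on day 3 in human and from 241 ± 13.5 to 18.8 ± 9.18 TPM in gorilla (SD, n = 3). VIM rose from 144.3 ± 40.5 TPM on day 0 to 2021 ± 139 TPM on day 5 in human and from 409 ± 36.3 to 2549 ± 156.9 TPM in gorilla (SD, n = 3). PAX6 on day 5 was at 63.4 ± 6.76 TPM in human and 423.8 ± 42.4 TPM in gorilla (SD, n = 3). HOXA2 on day 25 was at 52.4 ± 19.6 TPM in human and 1.03 ± 0.379 TPM in gorilla (SD, n = 3). DCX on day 10 was at 106.4 ± 18.7 TPM in human and 25.9 ± 5.79 TPM in gorilla (SD, n = 3).

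POU5F1, OCLN and MAPT share at least 50% of their transcript windows with alternate contigs of GRCh38, and their human values are uncertain. POU5F1 (ENSG00000204531, chromosome 6, 31164337 to 31180731) was listed at 0.434 ± 0.231 TPM in human and 463 ± 11.5 TPM in gorilla on day 0 (SD, n = 3). The 345 tested genes of this kind had a median species difference of -4.37 on the log2 scale, against 0.29 for the other 13843 genes.

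**Figure D4:**
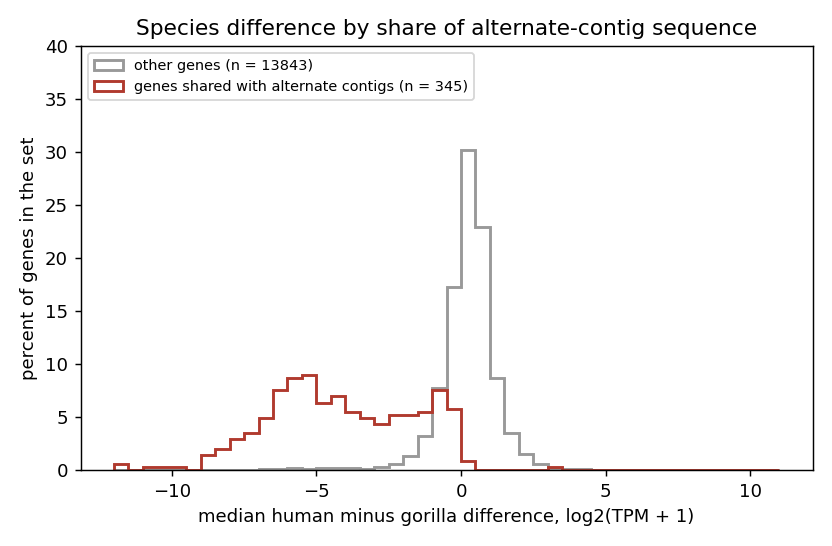
Distribution of the median human minus gorilla difference over the 7 days, in log2(TPM + 1), for 345 genes that share sequence with alternate contigs of GRCh38 (red) and the other 13843 genes (grey), as a percent of each set. The medians are -4.37 and 0.29.

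Differences between species on 1 day were tested with limma. The counts of genes higher and lower in human were 2406 and 1399 on day 0, 2502 and 1475 on day 2, 2154 and 1336 on day 3, and 2468 and 1472 on day 5. They were 3160 and 1486 on day 10, 2690 and 1413 on day 15, and 2186 and 1688 on day 25. The median of all genes was shifted towards human by 0.26, 0.28, 0.22, 0.25, 0.33, 0.31 and 0.22 on those days. Relative to that shift, under median-ratio scaling, genes lower in human outnumbered higher ones on every day, for example 1862 against 1670 on day 0. Quantile normalization and the GC and length correction kept more genes higher than lower in human on every day, with 1942 against 1626 and 1924 against 1585 on day 0. Dropping the fold minimum moved the counts most, to 9304 on day 0. On all 7 days, 663 genes were higher and 814 lower in human, and 266 of the 814 share sequence with alternate contigs, against 1 of the 663.

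Among genes called on all 7 days with a TPM of at least 1 in at least 40 libraries, the largest differences were in PPDPF, RPS20 and RPL11, higher in human by a median of 6.62, 6.29 and 5.7, and in RPL7A, HNRNPH1 and FDFT1, with medians of -7.96, -6.67 and -6.58 (log2). RPL7A was at 4.36 ± 1.21 TPM in human and 1448 ± 74.1 TPM in gorilla on day 0 (SD, n = 3). Ribosomal protein genes have many near-identical copies between which reads can be split, so the values of RPS20, RPL11 and RPL7A are uncertain. PPDPF, HNRNPH1 and FDFT1 are not ribosomal protein genes. A constant difference in annotation or alignability stays open for them, and their values are uncertain too. The cause was not tested for any of these genes.

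The joint test called 5393 genes whose species difference varied over days, and 8933 without the fold minimum. Single contrasts called 854 genes for the day 2 to day 3 change (379 with a more positive change in human and 475 with a more negative one) and 535 for the day 3 to day 5 change (265 and 270). These splits depended on the processing: voom on recovered reads gave 414 and 267 for the first and 94 and 153 for the second, and leaving out human batch 3 gave 391 and 388 for the first. Among genes with a mean of at least 5 TPM in each species, the 10 with the smallest joint p-value were DPPA4, NPY1R, POU3F2, CTSC, SMAD3, PNMA8A, PLCB1, TTC38, TPGS2 and COL14A1. POU3F2 was at 63.0 ± 10.4 TPM in gorilla on day 10 and 1.58 ± 0.26 TPM on day 25, and at 54.7 ± 2.5 and 140.1 ± 42.9 TPM in human (SD, n = 3). NPY1R was at 133.8 ± 33.7 TPM in human and 4.11 ± 0.667 TPM in gorilla on day 0 (SD, n = 3).

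The timing of changes was compared over batches. Median midpoints of the 816 genes rising from day 0 to day 10 in both species were 4.66 ± 0.13 days in human and 4.29 ± 0.71 days in gorilla (SD, n = 3), a difference of -0.37 days (exact permutation p = 0.4). For the 874 falling genes they were 2.73 ± 0.1 and 2.63 ± 0.07 days (SD, n = 3; exact permutation p = 0.3). The ZEB2 midpoint was 2.42 ± 0.23 days in human and 1.08 ± 0.38 days in gorilla (SD, n = 3; exact permutation p = 0.1, the smallest possible, and 0.3 after Benjamini-Hochberg adjustment over 3 tests). Other panel genes reached the same unadjusted p-value in both directions. LIN28A, DPPA4, CDH1, PAX6, ZEB1 and SNAI2 had earlier midpoints in gorilla, and ESRP1, SIX3, SLC1A3 and NEUROD1 had later ones. From day 0 to day 2, ZEB2 rose by 1.1 ± 0.21 in human and 1.05 ± 0.21 in gorilla (log2, SE). From day 0 to day 10 it rose by 2.61 in human and 1.14 in gorilla. Without gorilla batch 2 that gorilla rise was 0.96, under the fold minimum. The earlier gorilla midpoint of ZEB2 therefore does not by itself show an earlier start of its rise. The difference for rising genes was -0.1 days without gorilla batch 1 and -0.65 without gorilla batch 3, and that for falling genes went from -0.1 to -0.03 days without human batch 2. Counting the rising genes to day 15 moved their difference most, to -0.96 days.

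Gorilla libraries were placed on the human trajectory over 8113 genes. Day 10 gorilla libraries were placed at day 12 ± 0.25 and day 15 libraries at day 17.3 ± 0.29, against 10.4 ± 0.88 and 15.2 ± 1.75 for human libraries (SD, n = 3; exact permutation p = 0.1 on each day, 0.35 after Benjamini-Hochberg adjustment over 7 days). Day 3 libraries were placed at 3.23 ± 0.29 in gorilla and 3.08 ± 0.13 in human (SD, n = 3; exact permutation p = 0.6). Over all 7 days the mean shift was 0.09 ± 0.08 sampling steps in gorilla and -0.01 ± 0.13 in human (SD, n = 3; exact permutation p = 0.4). Centring each species on its own mean over days can absorb part of a shift shared by all days. The mean shift therefore cannot exclude one.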

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

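The tests of thinned reads, GC content, low values and alternate contigs for the differences in change between species were set out before their values were seen.

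The species differed in how genes changed over days. The joint test called 5393 genes, the day 2 to day 3 contrast 854 and the day 3 to day 5 contrast 535. Technical explanations for the joint count were tested 1 by 1. Genes that share sequence with alternate contigs made up 3.63% of the 5393, and 25.3% had a mean TPM under 1 in 1 species, so neither accounts for most of them. After a GC and length correction with a batch block, 5256 genes were called. The correction used human GC content and exon lengths for both species, so a bias tied to gorilla values stays open. After every library was thinned to 4009554 reads, 5178 were called, of which 4718 were also called at full depth. Regrouping the 6 batches tells little by itself: 1 of the 10 splits of the batches gave as many joint calls, the real one, and the same held for the day 2 to day 3 and the day 3 to day 5 contrasts, with 1 of 10 each. A share under 0.05 cannot be had with 10 splits. Each species is 1 line, 1 an embryonic and 1 an induced stem cell, so a difference between species and a difference between lines or their culture cannot be told apart. A difference between species stays open and was not tested apart from the line.

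Among panel genes, 41 had a change over days that differed between species. They include POU5F1, OCLN and MAPT, whose human means are under 1 TPM on all days, so that their calls rest on the gorilla values. Some calls depended on the setting. NANOG lost the call under median-ratio scaling and quantile normalization, and ZFP42 and ESRP1 with a pseudocount of 0.1. OTX2 lost it without gorilla batch 1, EPCAM, SHROOM3 and SIX3 without gorilla batch 2, and FABP7 without gorilla batch 2 or 3. CDH2 and EMX2 became calls under quantile normalization and in 1 fit each without a batch. For ZEB2 the joint limma adjusted p-value was 0.000117. ZEB2 shares no transcript windows with alternate contigs (0%). Its range over days was between 1.33 and 1.76 on the log2 scale when each batch was left out.

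The 10 genes with the smallest joint p-value among those with a mean of at least 5 TPM in each species had ranges of the species difference over days, on the log2 scale, of 5.18 for DPPA4, 6.4 for NPY1R, 6.52 for POU3F2, 4.5 for CTSC and 2.8 for SMAD3. The ranges were 3.62 for PNMA8A, 3.92 for PLCB1, 2.33 for TTC38, 1.83 for TPGS2 and 4.5 for COL14A1. At most 7.01% of the transcript windows of any of them (DPPA4) are shared with alternate contigs. All 10 were calls without each batch in turn, with DPPA4 at 5.07 to 5.29, and also under median-ratio scaling, quantile normalization and the GC and length correction. The batch block, voom and thinned reads were not run on these genes singly.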

How the results depend on the processing

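The GC and length correction, voom on recovered reads and leaving out genes shared with alternate contigs were chosen after seeing the data. Of 440 alternative values of the comparisons, 48 moved by more than 1.5 times for a count or 1 SD for a timing value. None of the 4 timing values changed sign.

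Without the fold minimum more genes pass by construction. The human steps then gave 2864, 8226, 5583, 5668, 3839 and 3811 calls, the gorilla steps 4010, 7709, 4085, 4798, 3932 and 4516, and the species differences 9304, 9557, 8797, 9320, 10093, 9699 and 9547. The interactions gave 1848 for day 2 to day 3, 1264 for day 3 to day 5 and 8933 jointly. A mean TPM of at least 5 tests fewer genes and gave 329, 552 and 640 calls for the human steps from day 0, 10 and 15, 907 for the gorilla step from day 15, 465 for the day 2 to day 3 interaction and 3458 jointly. A pseudocount of 0.1 gave 1887 calls for the human day 3 to day 5 step, and 1224, 1281, 1953 and 1384 for the gorilla steps from day 0, 3, 5 and 10; the cause was not tested. Fits to the 6 libraries compared, which use fewer samples, gave 433 and 489 calls for the human steps from day 10 and 15.

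With voom on recovered reads the human steps from day 0 and 10 gave 882 and 1382 calls, the gorilla steps from day 0, 3, 5 and 10 gave 1306, 1204, 1835 and 1428, and the day 3 to day 5 interaction gave 247; the cause was not tested. Leaving out each batch in turn gave from 332 to 604 genes for the day 3 to day 5 interaction, with 332 without gorilla batch 1 and 340 without gorilla batch 2. Quantile normalization moved the falling gene midpoint difference to -0.19 and that of ZEB2 to -1.01 days, the linear TPM scale moved that of ZEB2 to -2.36 days, and the window to day 15 moved that of rising genes to -0.96 days; the cause was not tested.

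A batch block within species gave 5473 joint interaction calls and 2803 human calls from day 2 to day 3, and with the GC and length correction 5256 and 2252. All 44 fits with a block stayed within 1.5 times. Across species the batch numbers do not pair libraries (mean correlation -0.03 over 21 pairs), and the block on shared numbers gave 3809 calls on day 0.

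Scaling moved the split of higher and lower calls. Median-ratio scaling gave 521 and 376 for the gorilla day 10 to day 15 step, and for the species differences 1670 and 1862, 1656 and 1961, 1511 and 1808, 1561 and 2094, 2005 and 2146, 1775 and 1958, and 1516 and 2110 on the 7 days. Quantile normalization gave 777 and 552 for the human day 5 to day 10 step, 427 and 393 for day 10 to day 15, and 627 and 547, 482 and 413, and 861 and 435 for the last 3 gorilla steps. It gave 2190 and 1930 on day 10 and 2020 and 1766 on day 15 for the species. The GC and length correction gave 2266 and 1876 on day 10 and 2083 and 1728 on day 15, and with a batch block 956 and 504 for the human step from day 5 and 653 and 471, 482 and 376, and 922 and 313 for the last 3 gorilla steps. With voom more of the day 2 to day 3 interaction calls had a positive sign than a negative one (414 and 267, or 60.8% positive, against 44.4% in the limma fit to log2(TPM + 1)), and without human batch 3 the split was 391 and 388. The day 3 to day 5 interaction gave 94 and 153 with voom. Without human batch 1 the human steps from day 10 and 15 gave 692 and 247, and 623 and 504, and without human batch 2 that from day 10 gave 535 and 432. Voom also gave 463 and 419 for the human step from day 0, 944 and 2375 for that from day 2, and 760 and 668 for the gorilla step from day 10; the cause was not tested.

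Of 3118 alternative values of single genes, 3052 kept their direction and call, 39 became calls, 20 lost the call and 7 changed sign, all with small changes. EOMES in gorilla from day 0 to day 10 was at -0.12 with a pseudocount of 0.1 and from -0.59 to 0.65 across the fits without 1 batch. TWIST1 in human ran from -0.23 to 0.53, MKI67 in gorilla from -0.2 to 0 and RNF43 in gorilla from -0.01 to 0.18 in such fits. ZEB2 passed the fold minimum under median-ratio scaling on day 3 (-1.14) and day 25 (-1.19), without mitochondrial and ribosomal protein genes on day 3 (-1.01) and day 25 (-1.06), and on day 25 with a pseudocount of 0.1 (-1.02), quantile normalization (-1.27), the GC and length correction (-1.01), and without alternate-contig genes (-1.03). MAPT in human from day 0 to day 10 was at -0.11 after the GC and length correction. Thinning every library to 4009554 reads gave 5178 joint interaction calls, against 5393 at full depth.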

Other observations

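The tests of microRNA genes and of index hopping, and the check of gene lists under each scaling, were chosen after the values had been seen, and the other tests of this part before.

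More genes fell than rose from day 2 to day 3 in both species. Falls made up 73.9% of the human calls among genes with a mean TPM of at least 20, and 82.4% after every library was thinned to the depth of the shallowest, so low values and depth do not account for the excess. Under median-ratio scaling falls were 65.3% of the human calls, and after a GC and length correction 60.5%, which argues against a few abundant genes or GC content as the whole cause. Both adjustments also centre each library, and the excess shrank under both, so part of it may come from the composition of the libraries. The change had a Spearman correlation across genes of -0.04 with GC content and -0.2 with length in human, and of -0.06 and -0.14 in gorilla. The 102 tested microRNA genes, many of which lie in introns, had a median change of -0.53 in human, lower than all of 10000 random lists matched on expression (lowest -0.5), and of -0.3 in gorilla, with 10 of 10000 lists as low. This direction depended on the processing. Under median-ratio scaling the medians stayed lower, at -0.42 in human and -0.16 in gorilla, against -0.01 and -0.02 for all genes. Under quantile normalization they were -0.39 in human and -0.02 in gorilla, against 0.04 and 0.02 for all genes. Both medians were 0.41 after the GC and length correction, against 0.08 in human and 0.07 in gorilla for all genes. Less unspliced or genomic background on day 3 is therefore left open, and a change in the tissue was not tested. The random lists were matched on mean log2(TPM + 1), not on reads or gene length. The microRNA list was not tested on thinned reads, so an effect of depth on it stays open as well.

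As for regrouping the libraries, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls in each of the 12 steps and in each of the 7 species differences, and 10 splits cannot give a share under 0.05. Within a species, 4 of the 10 splits part all 3 pairs of libraries from a batch, and 1 of those 4 gave as many calls.

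DKK1, SP5, MSX1, NOTUM and LEF1, targets of Wnt signalling noticed among the largest rises, rose from day 2 to day 3 in both species, DKK1 from 0.839 ± 0.455 to 410.2 ± 46.8 TPM in human (SD, n = 3). Of 7 further Wnt targets listed without their values (AXIN2, NKD1, RNF43, ZNRF3, TCF7, LGR5 and TNFRSF19), 7 had a positive change in both species. Their median change was 1.4 in human and 1.33 in gorilla (log2), above all of 10000 matched random lists in each. Of the 7, 3 were not calls in either species: RNF43 (0.96 in human and 0.11 in gorilla), ZNRF3 (0.29 and 0.18) and LGR5 (0.71 and 0.93). RNF43 in human was a call under median-ratio scaling (1.17), quantile normalization (1.45), the GC and length correction (1.24) and a pseudocount of 0.1 (1.07), and without human batch 1 (1.08). LGR5 in gorilla was a call under the same 4 settings (1.13, 1.51, 1.07 and 1.12), and in human under quantile normalization (1.22) and without human batch 3 (1.1). TNFRSF19 in gorilla lost its call without gorilla batch 1 (0.97). All 7 were positive under each of the scalings tried. RNF43 in gorilla was at -0.01 without gorilla batch 3. A rise in Wnt pathway activity is consistent with these values, as a hypothesis, and the part of the culture medium in them was not tested.

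POU5F1 was at 0.434 TPM in human and 463 TPM in gorilla organoids on day 0. The 92 other chromosome 6 genes with alternate-contig copies had a median species difference of -5.66, below all of 10000 matched random lists (lowest 0.01). On other chromosomes 252 such genes had a median of -3.9 (lowest list 0.13). The loss of human reads that match more than 1 place when alternate contigs are part of the alignment reference may explain the low human values of these genes. The labels do not say whether alternate contigs were in the reference.

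TTR reads on days 0 to 5 followed the day 25 library of the same batch. Summed over days 0 to 5 they were 93, 14 and 51 in the human batches, with 94143, 10894 and 44356 reads on day 25, and 71, 33 and 69 in the gorilla batches, with 55669, 20544 and 41889. Over the 6 batches Pearson's r was 0.94 (exact permutation p = 0.00694) and Spearman's rho 0.943 (exact permutation p = 0.0167; 0.0167 after Benjamini-Hochberg adjustment over both). Without the 2 batches farthest from the median r was 0.876. The pattern was seen in these 6 batches before the test was chosen, so the p-values are not independent evidence for a cause. The early reads were 0.0988% to 0.165% of the day 25 reads. Reads assigned to the wrong library of a batch may explain them. Among 11 other genes with such a profile, 6 (54.5%) had their most early reads in the batch with most day 25 reads (exact binomial p = 0.197 against 1 in 3), which leaves open whether this extends to other genes.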
